A study of Homo sapiens with 5 samples. Its data were reported in "DNA epigenome editing using CRISPR-Cas SunTag-directed DNMT3A" (2017).

How the data were processed

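RNA was measured in 5 HEK293T libraries, 1 from each of the groups Neg, 3A, dCas9+3A, dCas9+3A+HOXA5 and dCas9+3A+KLF4, and each library was placed in its group by its own GEO title. The authors prepared stranded mRNA libraries, mapped paired-end reads to the human genome hg19 with TopHat 2.0.10 and computed FPKM per gene with Cufflinks 2.2.1. The deposited FPKM values (fragments scaled to exon length and to the mapped total) carry a gene symbol and a locus for each of 25455 genes. No symbol was repeated within a file, and the 5 files were joined by symbol. The gene annotation that the authors used was not stated.

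FPKM values are not counts, so no count model was fitted. With 1 library per group no test between groups was possible either, and changes are log2 ratios of FPKM plus a pseudocount of 0.1, which understates the change of low genes. A gene was called expressed when its mean over the 5 libraries was at least 1 FPKM. The 8 comparisons, the 2-fold threshold, the rule for naming genes and the alternatives were fixed in advance. The rule named DNMT3A, HOXA5, KLF4 and the HOXA cluster. It added the 3 largest rises and 3 largest falls of each comparison with Neg and of each guide library with dCas9+3A (mean of at least 5 FPKM). Last came the 5 genes per direction with the largest shared change in all 4 transduced libraries against Neg or in both guide libraries against dCas9+3A. The HOXA6 values belong to the cluster part of this rule.

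Because FPKM is proportional to fragments divided by length and depth, genes with a single fragment pile up at a value set by the depth. The depth of each library was estimated as the mode of that pile over 1660 genes with 1 annotated transcript of at least 1500 nt, with lengths from GENCODE 44 on GRCh37, which has the coordinates of hg19. Genes were matched by symbol or by a RefSeq synonym, taken for names only. Estimates were 3980000 to 13200000 fragments, and with transcripts of at least 3000 nt they were slightly higher in every library. Fragments were then estimated with the median length of the protein-coding transcripts of a gene. These lengths were 3585 nt for DNMT3A, 1670 nt for HOXA5, 989 nt for HOXA6 and 1956 nt for KLF4, and among the other HOXA genes with an interval 1686 nt for HOXA2, 1300.5 nt for HOXA7, 2055.5 nt for HOXA10 and 5015 nt for HOXA13. The 95% intervals of the log2 ratio followed from the exact Clopper-Pearson interval of the share of fragments. HOXA5 rested on an estimated 70 to 719 fragments per library and KLF4 on 49 to 194. These intervals cover counting error only, not the variation between cultures, and they depend on the estimated depth and lengths.

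Each change was described by its percentile among the 500 genes nearest in mean FPKM, and each gene list by the percentile of its median among 10000 random lists of the same size, whose members were drawn from the 200 genes nearest in mean FPKM. GC content and length were medians over the transcripts of a gene. They were known for 12331 of the 12648 expressed genes, or 97.5%. The trend of log2 change on GC content was fitted by lowess (span 0.3) and subtracted as an alternative chosen after seeing the data.

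The depth estimate, the 2-fold threshold, the GC correction, the random lists and the counting interval were tested on libraries simulated with Poisson counting error. The percentile among the nearest genes and the tests of the closing part on divisions, single libraries and chromosome X were not. Simulated depths were slightly above the estimated ones, which can understate counting error, and part of the gene lengths were altered at random. The depth was recovered to within 0.17% over 1660 genes. Of 200 genes changed 4-fold, drawn from those with a mean of at least 5 FPKM, 99% passed the 2-fold threshold. Of 400 random lists, 5% fell outside the middle 95%. A GC trend put into 12331 genes raised the count of 2-fold genes from 323 to 732, and its removal returned 323. The counting interval held 0 for 95.9% of 1000 unchanged genes when the simulated depths and lengths themselves were supplied. Its coverage with estimated depths and lengths was not tested, and genes of the lowest expression were left out of this check.

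The alternatives were pseudocounts of 1 and 0.01 FPKM, division of each library by its median ratio to the geometric mean library, rescaling to the same total, and, for results across genes, all genes above 0 FPKM in either library, genes with a mean of at least 5 FPKM, genes with at least 1 FPKM in the reference library, and expressed genes without small RNA genes, which were recognised by their symbols. Leaving small RNA genes out of the naming rule was decided after seeing the data. A gene's change was taken as moved when it left its 95% counting interval, a median when it moved by over 0.1, r when it moved by over 0.05 and a count when it changed by over 1.5 times. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. DNA methylation was not analysed here, and the values of 1 gene are not reported here.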

Results

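The deposited data set holds RNA-seq profiles of 5 HEK293T populations, with 1 library in each group. HEK293T is a human embryonic kidney cell line that is easily transduced with lentivirus. The Neg library came from the negative control cells, which the study described as non-transduced. No library carried an empty vector, so changes against Neg cannot separate the constructs from transduction itself. The 3A library came from cells that carried DNMT3A1, a de novo DNA methyltransferase, fused to a single-chain antibody fragment (scFv) that binds the SunTag peptide. The dCas9+3A library carried the same enzyme together with nuclease-dead Cas9 fused to an array of SunTag peptides, so that several copies of the enzyme can gather on each dCas9 molecule. The dCas9+3A+HOXA5 and dCas9+3A+KLF4 libraries carried both constructs and a guide RNA against HOXA5 or KLF4. The labels give day 30 for all 5 libraries. There were no replicates, so no difference reported here has a replicate check, and no p-value across genes is given.

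Each library listed an FPKM value for 25455 genes, of which 12648 had a mean of at least 1 over the 5 libraries and were called expressed. The depth was estimated from the steps between low FPKM values. It came to 4670000 fragments for Neg, 4460000 for dCas9+3A and 3980000 for 3A. The guide libraries were deeper, with 12300000 fragments for dCas9+3A+HOXA5 and 13200000 for dCas9+3A+KLF4. The column headings also split the libraries in this way, since the 3 libraries without a guide had headings of a kind different from the 2 guide libraries. Whether this split marks separate batches was not tested. A comparison of a guide library with Neg or dCas9+3A therefore could not separate the guide from a possible batch, whereas the guide libraries share the kind of heading.

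DNMT3A (chromosome 2, 25450724 to 25565459, minus strand, GRCh37) was examined first, because its level checks the labels. It stood at 5.13 FPKM in Neg, 212 FPKM in dCas9+3A, 386 FPKM in 3A, 147 FPKM in dCas9+3A+HOXA5 and 205 FPKM in dCas9+3A+KLF4. Relative to Neg this was 41.4-fold more in dCas9+3A, 75.3-fold more in 3A, 28.6-fold more in dCas9+3A+HOXA5 and 40.0-fold more in dCas9+3A+KLF4. On the log2 scale with a pseudocount of 0.1 FPKM, the rise in dCas9+3A was 5.34, with a 95% counting interval from 5.06 to 5.69, and the rise in 3A was 6.21. The rises were 4.81 in dCas9+3A+HOXA5 and 5.30 in dCas9+3A+KLF4. The setting that moved the rise in dCas9+3A most was a pseudocount of 1, which gave 5.12. The 3A library held 1.82-fold more DNMT3A RNA than dCas9+3A, a log2 difference of 0.86 that lay at the 97.0 percentile of the 500 genes nearest in mean FPKM.

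**Figure D1:**
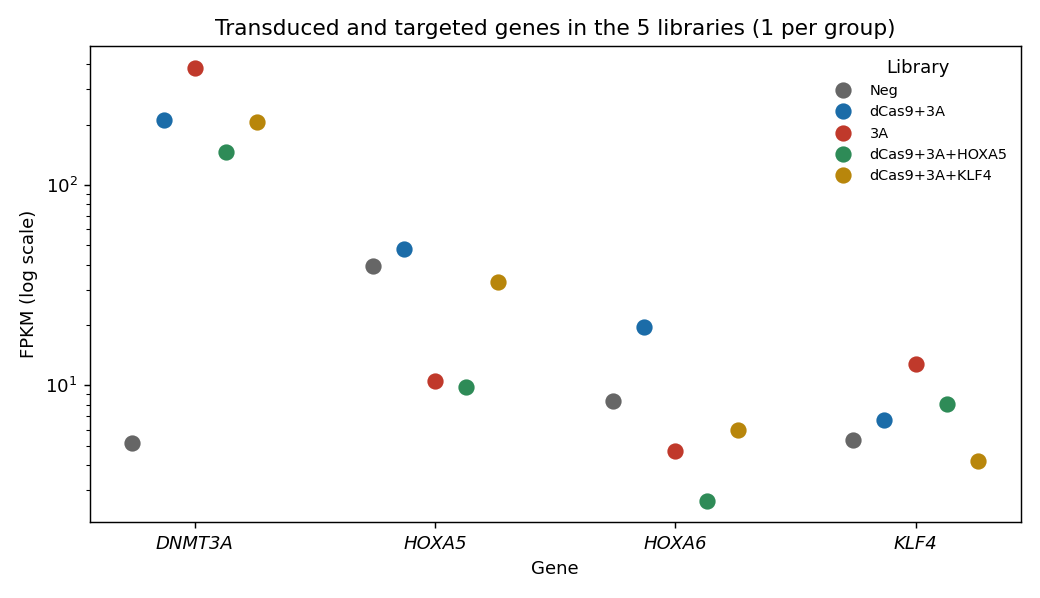
FPKM (log axis) of DNMT3A, HOXA5, HOXA6 and KLF4 in each library, with 1 point per library and no error bars because each group had 1 library. DNMT3A was lowest in Neg at 5.13 FPKM, and HOXA5 was near 10 FPKM in both 3A (10.5) and dCas9+3A+HOXA5 (9.80).

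HOXA5 (chromosome 7, 27180671 to 27183300, minus strand, GRCh37, 2 exons) is the gene whose exon 1 (27182665 to 27183300) the HOXA5 guide was designed against. The comparison asked whether HOXA5 RNA was lower when the enzyme was directed there. No library carried dCas9 and the guide without the enzyme. A fall therefore could not be divided between the enzyme and the binding of dCas9 itself. HOXA5 stood at 39.6 FPKM in Neg, 47.8 FPKM in dCas9+3A and 9.80 FPKM in dCas9+3A+HOXA5. The guide library was therefore 75.2% lower than Neg, a log2 change of -2.0 (95% counting interval -2.28 to -1.75), and 79.5% lower than dCas9+3A, a log2 change of -2.28 (-2.55 to -2.04). The change against Neg lay at the 0.6 percentile and that against dCas9+3A at the 0.4 percentile of the 500 genes nearest in expression. With the irrelevant KLF4 guide, HOXA5 stood at 32.7 FPKM, a log2 change of -0.27 against Neg (-0.47 to -0.08), which lay at the 21.6 percentile and so within the range of genes of similar expression. Against dCas9+3A that library was 31.7% lower, a log2 change of -0.55 (-0.74 to -0.36) at the 13.4 percentile. Between the 2 guide libraries, HOXA5 was 3.34-fold lower with its own guide, a log2 change of -1.73 (-1.97 to -1.51) at the 0.8 percentile. The alternative that moved the change against Neg most was a pseudocount of 1, which gave -1.91.

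HOXA5 was also low in the 3A library, which had no dCas9 and no guide. Its level there was 10.5 FPKM, 73.5% lower than in Neg, a log2 change of -1.91 (95% counting interval -2.31 to -1.53). None of the 500 genes nearest in expression fell further, so that the change lay at the 0 percentile. Against dCas9+3A the change was -2.18 (-2.58 to -1.81). The intervals of the fall against Neg in 3A and in dCas9+3A+HOXA5 overlapped, and the levels of the 2 libraries were not distinguishable at this depth. In dCas9+3A, without a guide, HOXA5 was 0.27 above Neg on the log2 scale (0.05 to 0.50), at the 73.6 percentile.

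HOXA6 (chromosome 7, 27185015 to 27190222, minus strand, GRCh37) is the next gene on the upstream side of HOXA5. Its level was 8.36 FPKM in Neg, 19.6 FPKM in dCas9+3A, 4.72 FPKM in 3A, 2.66 FPKM in dCas9+3A+HOXA5 and 6.01 FPKM in dCas9+3A+KLF4. Against Neg it changed by -1.62 with the HOXA5 guide (95% counting interval -2.4 to -0.97). Against the KLF4 guide library it changed by -1.15 (-1.83 to -0.57), at the 2.6 percentile. In 3A it changed by -0.81 against Neg, and the interval (-1.68 to 0.02) reached 0.

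Of the 11 HOXA cluster genes, 10 were expressed. In 3A the median log2 change of these 10 genes against Neg was -0.84, and none of the 10 rose. The median lay at the 0 percentile of 10000 random lists of the same size matched on mean expression, which describes these libraries only. HOXA13 fell by 0.01 there and moved to 0.15 when the trend on GC content was removed, so its direction was not stable. In 3A the changes of other cluster genes were -1.68 for HOXA4, -1.16 for HOXA10 and -0.87 for HOXA9. In dCas9+3A+HOXA5 the cluster median against Neg was -0.29, at the 6.63 percentile, although not all members fell, as HOXA13 rose by 0.92 and HOXA9 by 0.35. In dCas9+3A it was 0.34, at the 93.7 percentile, and in dCas9+3A+KLF4 it was -0.29, at the 2.71 percentile. Between the guide libraries, the cluster median of dCas9+3A+HOXA5 against dCas9+3A+KLF4 was 0.16, at the 72.2 percentile. HOXA2 changed by -1.08 there (95% counting interval -2.09 to -0.27), from 1.71 to 0.759 FPKM. HOXA7 (1.73, 0.47 to 4.14), HOXA13 (0.41, 0.16 to 0.70) and HOXA10 (0.21, 0.03 to 0.39) rose in the same comparison, with HOXA7 below 1 FPKM in both libraries.

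**Figure D2:**
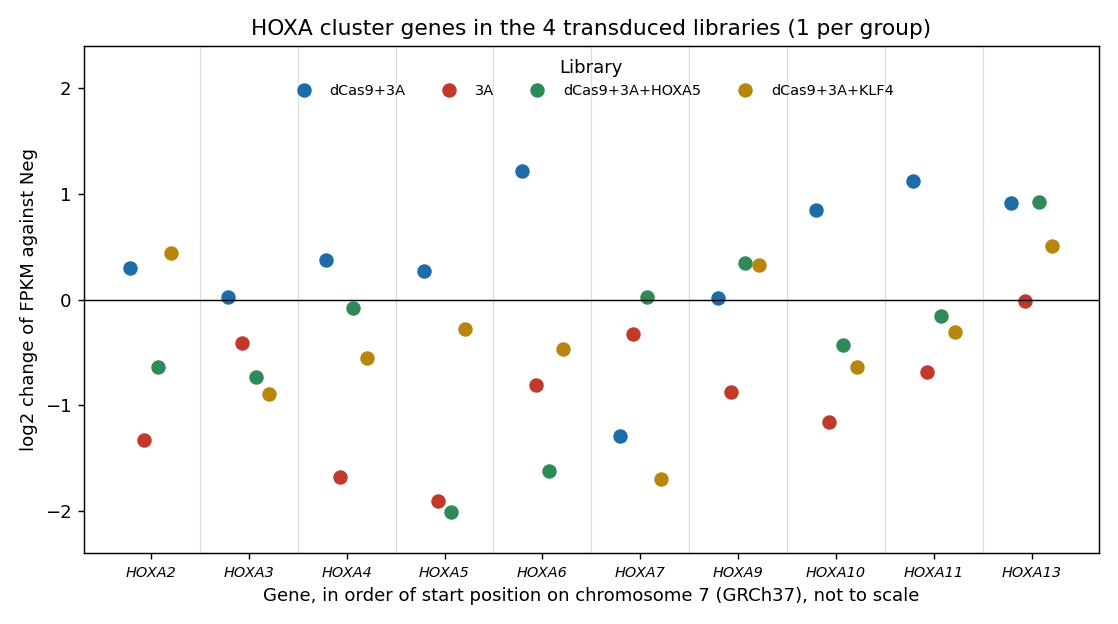
Change of FPKM against Neg (log2, pseudocount 0.1 FPKM) for HOXA genes in order along chromosome 7, with 1 point per transduced library. In 3A all points lie at or below 0 (HOXA13 at -0.01, but 0.15 once the GC trend is removed), whereas in dCas9+3A+HOXA5 the lowest points are HOXA5 at -2.0 and HOXA6 at -1.62.

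KLF4 (chromosome 9, 110247133 to 110252763, minus strand, GRCh37) was the target of the other guide, which was designed against intron 1. The comparison asked whether KLF4 RNA changed when the enzyme was directed into the gene. KLF4 stood at 5.36 FPKM in Neg, 6.73 FPKM in dCas9+3A and 4.18 FPKM in dCas9+3A+KLF4. The log2 change of the guide library against Neg was -0.35, with a 95% counting interval from -0.85 to 0.16, so a change was not detectable at this depth. Against dCas9+3A the change was -0.68 (-1.16 to -0.20), which lay outside counting error but at the 12.6 percentile of genes of similar expression. With the HOXA5 guide KLF4 stood at 8.09 FPKM, 0.59 above Neg on the log2 scale (0.13 to 1.07, 86.2 percentile). The HOXA5 guide library was 0.94 above the KLF4 guide library (0.60 to 1.30), at the 96.4 percentile. The largest KLF4 level was in 3A, where 12.7 FPKM was a log2 change of 1.23 against Neg (0.74 to 1.77) at the 99.0 percentile. For the change in dCas9+3A+KLF4 against dCas9+3A, removing the trend on GC content moved the value most, to -0.53.

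The transcriptome as a whole was compared to ask how far genes other than the targets differed between the libraries. Any difference from Neg may also carry an effect of transduction itself. Among the 12648 expressed genes, 1783 differed at least 2-fold between dCas9+3A and Neg, of which 788 were higher and 995 were lower. There were 695 such genes between 3A and Neg (468 higher, 227 lower), 1310 between dCas9+3A+HOXA5 and Neg (480 higher, 830 lower) and 569 between dCas9+3A+KLF4 and Neg (227 higher, 342 lower). These counts cannot be set against replicates. Libraries simulated with counting error only, at slightly more than the estimated depths, gave 351, 349, 189 and 187 genes in the same order. A large part of the count for 3A was therefore within what counting error gives. The choice of genes moved the counts most. With all genes above 0 FPKM in either library, 3775 genes differed between dCas9+3A and Neg. Among the 1578 genes with a mean of at least 50 FPKM, where the counting-only simulation gave 0 genes, 109 differed 2-fold in dCas9+3A, 20 in 3A, 72 in dCas9+3A+HOXA5 and 28 in dCas9+3A+KLF4.

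Against dCas9+3A, the counts were 1377 genes for 3A (976 higher, 401 lower), 1561 for dCas9+3A+HOXA5 (743 higher, 818 lower) and 1799 for dCas9+3A+KLF4 (903 higher, 896 lower). The even split for dCas9+3A+KLF4 depended on the trend of log2 change on GC content. Once it was removed, over genes with a GC value, 876 were higher and 593 lower. For dCas9+3A+HOXA5 the split was then 606 and 675, and for 3A it was 880 and 393. Between the guide libraries 1018 genes differed, 385 higher and 633 lower with the HOXA5 guide, where counting error alone gave 47. The dCas9+3A library thus differed from each other library by more genes than 3A or dCas9+3A+KLF4 differed from Neg. The median log2 change of all expressed genes was 0.00 in dCas9+3A and in 3A, 0.03 in dCas9+3A+HOXA5 and -0.01 in dCas9+3A+KLF4 against Neg, and 0.06 between the guide libraries. FPKM values are relative to each library's total, so they cannot show a change in the total amount of RNA per cell.

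Pearson's r of log2 FPKM across the expressed genes was 0.895 between dCas9+3A and Neg, 0.922 between 3A and Neg, 0.899 between dCas9+3A+HOXA5 and Neg and 0.917 between dCas9+3A+KLF4 and Neg. It was 0.907 for 3A and 0.907 for dCas9+3A+HOXA5 against dCas9+3A, 0.892 for dCas9+3A+KLF4 against dCas9+3A, and 0.919 between the guide libraries. These 8 values are across genes, which are not independent replicates. Changes against Neg followed the GC content of the transcripts in part of the libraries. Over 8854 genes with a mean of at least 5 FPKM, small RNA genes left out, Spearman's rho of log2 change on GC content was 0.54 in 3A and 0.34 in dCas9+3A, but 0.00 in dCas9+3A+HOXA5 and -0.08 in dCas9+3A+KLF4.

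**Figure D3:**
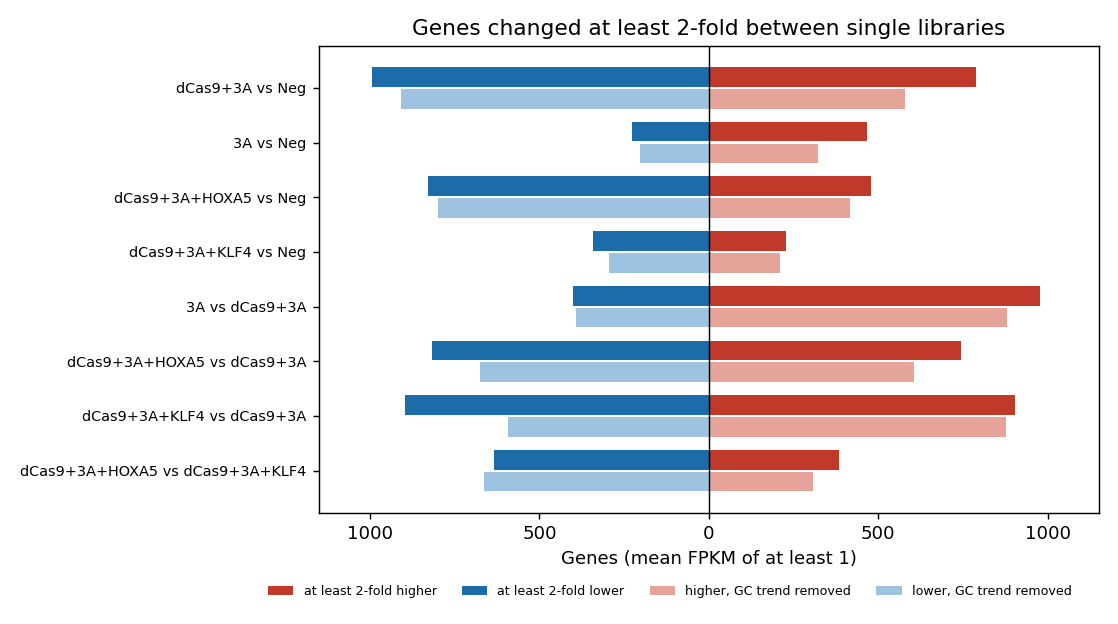
Number of expressed genes at least 2-fold higher (right) or lower (left) in each comparison of single libraries, as listed (dark bars) and after the trend of log2 change on GC content was removed, over genes with a GC value (pale bars). Among genes with a GC value the count fell from 1687 to 1485 for dCas9+3A against Neg and from 642 to 525 for 3A against Neg.

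The rule for naming genes took the 3 largest rises and falls of each transduced library against Neg and of each guide library against dCas9+3A, among genes with a mean of at least 5 FPKM. Of the 36 places, 33 went to genes of microRNAs or small nucleolar or nuclear RNAs. The other places went to VTRNA1-3, another small RNA gene, and to RPL21. Small RNA genes were often listed at 0 in some libraries and high in others. MIR5588, for example, was listed at 16063 FPKM in Neg and at 0 in the other 4 libraries. Among the 90 small RNA genes of this expression, 81.1% were at 0 in at least 1 library, against 0.067% of the 8955 other genes, so these changes are not described further. In all 4 transduced libraries 9 genes rose and 22 fell at least 2-fold against Neg, and 13 of the 22 were small RNA genes. In both guide libraries 164 genes rose and 189 fell at least 2-fold against dCas9+3A.

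With small RNA genes left out, a choice made after seeing the data, RPL21 had the largest rise against Neg in all 4 transduced libraries, from 0.056 FPKM in Neg to 291 FPKM in 3A. RPL21P28, a copy of the gene that can share its reads, stood at 3787 FPKM in Neg, so the RPL21 change is uncertain. The same holds for NUDT4P1 and NUDT4P2, which are near-identical copies, and for the read-through genes COMMD3-BMI1 and EEF1E1-BLOC1S5. In dCas9+3A the largest falls against Neg were those of DDR2 (33.6 to 0.070 FPKM), KRTAP19-1 (13.1 to 0 FPKM) and TENM1 (8.07 to 0 FPKM). In 3A, beside NUDT4P1, NEFM changed by -2.45 and TSC22D3 by -2.28. In dCas9+3A+HOXA5, FABP5 stood at 0.136 FPKM against 56.6 FPKM in Neg, HDHD1 was listed at 0 against 7.90 FPKM, and ITM2A rose from 0.718 to 36.2 FPKM. In dCas9+3A+KLF4, NEFM fell from 33.0 to 0.092 FPKM, NEAT1 from 25.6 to 1.23 FPKM and MAGEB2 from 7.17 to 0.392 FPKM, and MAGEA6 rose from 1.04 to 37.2 FPKM.

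Besides RPL21 and DNMT3A, the genes with the largest shared rises in the transduced libraries were MAL2, BCYRN1 and C18orf32. The largest shared falls were those of TSC22D3, NEAT1, HOXB-AS3, H1F0 and KRT8. TSC22D3, for example, stood at 257 FPKM in Neg and between 22.2 and 67.7 FPKM in the other libraries. Since all of these comparisons rest on the same Neg library, a shared change can also be a difference of that library alone. In the guide libraries against dCas9+3A, LXN, DPYSL3 and SNAI2 rose in both, and MAGEB2, MIF, GPR50 and LOC284889 fell in both. LXN, DPYSL3 and SNAI2 stood at 0, 0.301 and 0.752 FPKM in dCas9+3A. In Neg they stood at 7.31, 6.62 and 24.3 FPKM, and in 3A at 3.43, 13.5 and 31.8 FPKM. Their rises can thus be a difference of dCas9+3A alone. MAGEB2, MIF and LOC284889 were lower in both guide libraries than in Neg and 3A as well. GPR50 was 7.87 FPKM in Neg and 11.1 FPKM in dCas9+3A+HOXA5. MIF stood at 517 FPKM in dCas9+3A, 39.2 FPKM in dCas9+3A+HOXA5 and 34.9 FPKM in dCas9+3A+KLF4.

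Of the gene lists written before the data were examined, the mitochondrially encoded list had no expressed member and was not tested. The cholesterol synthesis list (16 genes) was higher than in Neg in all 4 transduced libraries. Its median log2 changes were 1.02 in dCas9+3A, 0.44 in 3A, 0.89 in dCas9+3A+HOXA5 and 0.50 in dCas9+3A+KLF4. Each lay at the 100 percentile of random matched lists. All 4 medians rest on the same Neg library, so they can also reflect a difference of that library alone. Random lists drew their members independently, so percentiles of gene lists do not allow for genes that are regulated together. The integrated stress response list (16 genes) changed by -1.32 in dCas9+3A and -1.18 in dCas9+3A+HOXA5, both at the 0 percentile, but by -0.04 in 3A and -0.05 in dCas9+3A+KLF4, at the 32.2 and 30.0 percentiles. The interferon response list (12 expressed genes) changed by 0.45 in dCas9+3A, at the 98.6 percentile, and by -0.01 in 3A, at the 37.7 percentile. In dCas9+3A+HOXA5 it changed by -0.20 and in dCas9+3A+KLF4 by -0.03, at the 17.3 and 48.2 percentiles. Genes of DNA methylation enzymes other than DNMT3A (6 expressed) had medians between -0.16 and 0.10 against Neg, all within the middle 95% of random lists. The same held for the hypoxia list (14 expressed genes), with medians against Neg between -0.11 and 0.05. The replication-dependent histones (8 expressed) had medians against Neg between -0.28 and 0.47 and stayed within the middle 95% as listed. With the GC trend removed, their median in 3A was 0.60, at the 99.3 percentile. Against dCas9+3A the histones changed by -0.81 in dCas9+3A+HOXA5, at the 0.44 percentile, and by -0.52 in dCas9+3A+KLF4, at the 2.85 percentile. With the GC trend removed these medians were -1.54 and -0.89, at the 0.02 and 0.22 percentiles. Of the 8 genes, 4 rose in dCas9+3A+HOXA5 and 3 in dCas9+3A+KLF4 as listed. Ribosomal protein genes (30) changed by -0.17 in dCas9+3A, at the 0.78 percentile, by -0.14 in dCas9+3A+HOXA5, at the 3.22 percentile, by 0.11 in 3A and by 0.08 in dCas9+3A+KLF4.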

Values the study reported

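The study reported that cells carrying DNMT3A constructs had 30-fold to 80-fold more DNMT3A RNA than negative controls by RNA-seq. By quantitative PCR, it reported 80% repression of HOXA5 in stably transduced cells that carried dCas9 with SunTag, the enzyme and the HOXA5 guide. After transient transfection it reported 20% repression, which it attributed to the binding of dCas9 together with slightly raised methylation. DNA methylation across the HOXA5 locus was reported at around 80% in the stably transduced cells with the HOXA5 guide. It was described, without a number in the text, as very high when the enzyme was overexpressed alone, and as low when the SunTag construct was added without a guide or with the KLF4 guide.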

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

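Over 300 recalculations of the results fixed in advance, 275 stayed within their limits and 25 moved. The changes of DNMT3A, HOXA5 and KLF4 stayed within their counting intervals and kept their direction under both other pseudocounts, both scalings and removal of the GC trend. HOXA5 ranged from -1.95 to -1.82 in 3A and from -2.03 to -1.91 in dCas9+3A+HOXA5 against Neg, and KLF4 from -0.36 to -0.30 in dCas9+3A+KLF4 against Neg.

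The counts of genes changed 2-fold moved under 3 choices in all 8 comparisons, always in the same direction for each choice. With a pseudocount of 1 they fell. They were 1139 (dCas9+3A), 356 (3A), 780 (dCas9+3A+HOXA5) and 301 (dCas9+3A+KLF4) against Neg, 868 (3A), 980 (dCas9+3A+HOXA5) and 1175 (dCas9+3A+KLF4) against dCas9+3A, and 559 between the guide libraries. Only genes with a mean of at least 5 FPKM gave, in the same order, 863, 206, 607, 214, 566, 741, 876 and 426. All genes above 0 FPKM in either library gave 3775, 2518, 2959, 2028, 3398, 3295, 3680 and 2358. In each case the main counts were 1783, 695, 1310, 569, 1377, 1561, 1799 and 1018. These choices change how many genes of low expression are counted, where the depth limits the precision most. The cause was not tested further. Scaling, a pseudocount of 0.01, a filter on the reference library, omission of small RNA genes and removal of the GC trend kept all 8 counts within 1.5 times.

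Pearson's r between dCas9+3A+KLF4 and dCas9+3A rose from 0.892 to 0.942 with all genes above 0 FPKM, and the cause was not tested. The other 7 correlations moved by no more than 0.05 under any alternative run on them. Medians of all expressed genes moved by no more than 0.1, and in 6 of 8 comparisons the sign changed under at least 1 choice, as the medians lie near 0. Of 1046 recalculations for other named genes and gene lists, 46 moved, 25 of them with a pseudocount of 1 and 18 with the GC trend removed. The choice between repeated symbols was not run, because no symbol was repeated. No paired analysis was possible because each group held a single library.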

Other observations

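The tests of the 2-against-3 division of the libraries, of GC content and counting error in the count for dCas9+3A, and of GC content in the stress response list and in KLF4 were set before their outcomes were seen, and all other tests were chosen only after the result was seen. All patterns rest on 1 library per group.

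HOXA5 RNA was as low in 3A, without dCas9 or a guide, as with the HOXA5 guide. Counting error was tested first, and the upper end of the 95% interval of the log2 change against Neg was -1.53, well below 0. Dividing each library by its median ratio left the change at -1.91, but the factors of Neg and 3A were nearly equal, so this step could not have altered it. Removal of the GC trend left it at -1.95. The rest of the HOXA cluster was low as a list. The median of its other 9 expressed genes lay at the 0 percentile of 10000 random matched lists. Not each gene was clearly lower. The counting intervals of HOXA4, HOXA9, HOXA10 and HOXA11 lay below 0. Those of HOXA2 (-4.01 to 0.45), HOXA3 (-1.10 to 0.25), HOXA6 (-1.68 to 0.02) and HOXA13 (-0.62 to 0.60) held 0. A candidate explanation is that unanchored DNMT3A1 lowers RNA of several genes of the cluster. The study itself described very high methylation at HOXA5 with the enzyme alone, although methylation was not analysed here. HOXA5 lay at the 0 percentile of the 500 genes nearest in expression, which does not replace a replicate. The pattern therefore cannot be told apart from a difference between single cultures, and an exchange of samples was not tested.

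In dCas9+3A+HOXA5 the other cluster genes were also low as a list against dCas9+3A, at the 0.13 percentile of random matched lists. The same held, however, in dCas9+3A+KLF4, at the 0.05 percentile. Against dCas9+3A+KLF4, which shares the kind of column heading, the other cluster genes of dCas9+3A+HOXA5 were not low as a list (71.0 percentile). HOXA13 rose there. HOXA7 and HOXA10 rose too, but HOXA7 rested on an estimated 16 against 4 fragments, and the HOXA10 counting interval began at 0.03. HOXA5 itself changed by -1.73, HOXA6 by -1.15 and HOXA2 by -1.08. A difference between batches, if the headings mark them, is thus unlikely to be the whole source of the HOXA5 fall. The fall of the rest of the cluster against dCas9+3A may belong in part to the dCas9+3A library, in which HOXA6, HOXA10 and HOXA11 were high. Against Neg the list lay at the 19.87 percentile in dCas9+3A+HOXA5 and at the 3.36 percentile in dCas9+3A+KLF4. HOXA3 and HOXA10 were below Neg in both, beyond counting error, and HOXA13 was above it. In dCas9+3A itself HOXA3 differed from Neg by only 0.02.

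The dCas9+3A library stood apart from the others. In it 367 genes differed at least 2-fold from all 4 other libraries, against 190 in dCas9+3A+HOXA5, 120 in 3A, 88 in Neg and 76 in dCas9+3A+KLF4. Among genes with a mean of at least 50 FPKM the counts were small. They were 13 in dCas9+3A, 7 in Neg, 6 in dCas9+3A+HOXA5, 2 in 3A and 1 in dCas9+3A+KLF4. There dCas9+3A was still highest, but Neg came next, so most of the larger counts came from genes of lower expression. Of the 10 ways to divide the libraries 2 against 3, parting the guide libraries from the rest separated 50 genes and had rank 3. Parting dCas9+3A and dCas9+3A+HOXA5 from the rest separated the most, 112 genes. Some of the difference between guide libraries and dCas9+3A may thus come from the dCas9+3A library itself, but the rank shows only that other differences were larger, and an effect of batch or guide cannot be told apart. Removing the GC trend brought the count of 2-fold genes between dCas9+3A and Neg to 88.0% of the count before. Of the 1687 genes counted before, 1288 (76.3%) stayed 2-fold in the same direction and 197 others entered, so GC content may account for a part of the distance. Simulated counting error alone gave 351 genes where 1783 were seen, and without replicates the remainder cannot be told apart from variation between cultures.

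The libraries that paired in this way shared a fall of integrated stress response genes. After the GC trend was removed the medians were -1.35 and -1.19, close to those before. The higher of their percentiles was still 0, which says little because both were at 0 already. In dCas9+3A+KLF4, with the same constructs, the list lay at the 29.96 percentile, so the constructs did not always bring the fall. That rests on 1 library. The list did not fall in 3A, which lacked dCas9, so a part played by the constructs remains open. Nutrient state at harvest could produce such a pattern, and no test here bears on that. The cause was not found.

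KLF4 rose in 3A although no guide was present. Removing the GC trend left a log2 rise of 1.13. An immediate-early list of 18 genes without KLF4 (15 expressed), drawn up after FOS and EGR1 were seen to be high, lay at the 100 percentile in 3A with a median change of 1.31 against Neg. It lay at the 100 percentile in dCas9+3A too, with a median of 0.95, while KLF4 rose there by 0.32, within its counting interval of -0.24 to 0.91. In dCas9+3A+HOXA5 KLF4 rose by 0.59 (0.13 to 1.07), although the list lay at the 89.61 percentile, with a median of 0.25. The order of KLF4 in dCas9+3A and dCas9+3A+HOXA5 was thus not that of the list, although its intervals overlapped. The rise of KLF4 in 3A may still be part of an immediate-early response to handling or growth, as KLF4 is itself induced in such responses. Because the list was chosen after FOS and EGR1 were seen to be high, this remains a hypothesis.

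Some genes were on in part of the libraries and nearly off in others. Among 9901 genes that reached 5 FPKM in at least 1 library, small RNA genes left out, 63 spanned at least 16-fold. Of these 16 (25.4%) were on chromosome X, against 3.68% of all 9901. In 10000 random lists matched on mean expression the highest number on X was 7, and 0 lists reached 16. With spans of 8-fold or 32-fold, 20 of 115 and 15 of 47 genes were on X. Without MAGE genes and other families with near-identical copies, 12 of 56 genes were on X, more than in any of the random lists. Counting error is an unlikely source, since for 11 of the 15 genes with a known length at least 10 fragments were expected in the lowest library at the median level of the others. This count was first taken at the level of the highest library, where all genes with a length passed, and was then changed to the written rule. The span of 16-fold and the families left out were also chosen with the data in view. A candidate explanation is that each population grew from few cells that had each fixed a different state of these X genes, which would not need the constructs. Tissue-restricted genes, which X may hold in excess, were not matched for.

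HDHD1 on X was listed at 0 in dCas9+3A+HOXA5 and between 7.90 and 11 FPKM in the other libraries. At that level 118 fragments were expected, so counting error is an unlikely cause. The next expressed gene, STS, was also at 0 there, against 1.1 to 1.44 FPKM elsewhere, a log2 difference of -3.74 from the median of the other libraries, with 78.6 fragments expected. Beyond them, PNPLA4 (3.62 FPKM, starting at 7866803) and LOC389906 (14.7 FPKM, ending at 3761935) kept their levels. Loss of the DNA between these positions in that population is a candidate explanation, and joint silencing would look the same. An exact 0 can also be a failed estimate, although 2 neighbours were affected.

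The rise of RPL21 in all 4 transduced libraries may in part be an assignment of reads shared with RPL21P28. The log2 change of the sum of both against Neg ran from -1.35 to -0.057, but RPL21P28 made up most of the sum in every library, so a rise of RPL21 alone would hardly show in it. RPL21P28 also fell by far more than RPL21 gained in 3 of the libraries, so the cause cannot be told. The changes of small RNA genes may rest on few fragments. For these genes, with a median length of 132 nt, the lowest value above 0 was on the median 1.44 times the gene's own mean, against 0.775 for other genes. The mean includes libraries at 0, so this ratio largely restates that these genes are often at 0. The test was first judged on the lowest value above 0 itself, which was 26.6 FPKM on the median for small RNA genes and 13.1 FPKM for others and did not reach the 5-fold difference set for it. The ratio to the mean replaced it after that outcome was seen, so the explanation remains open.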
